A study of Homo sapiens with 12 samples. Its data were reported in "BMAL1 and ARNT enable circadian HIF2α responses in clear cell renal cell carcinoma" (2025).

How the data were processed

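RNA was sequenced from 12 cultures of a clear cell renal cell carcinoma line without functional VHL, called parental here and marked so in the plots, and of WT8 cells, which derive from that line and express wildtype VHL. Each line carried a lentiviral control shRNA (shControl, a scrambled sequence) or an shRNA against BMAL1 (shBMAL1), which gave 4 groups of 3 replicates. According to the labels and the methods of the study, the authors isolated RNA on spin columns, had stranded mRNA libraries sequenced as read pairs on a BGI instrument, aligned the reads to GRCh37 with SeqMan NGen and exported counts per gene from ArrayStar. Which annotation was used, whether strand was used in counting and how reads with more than 1 alignment were assigned is not stated. Genes that overlap another gene, and near-identical copies such as SLC2A14 and SLC2A3 or EIF1AY and EIF1AX, are therefore uncertain.

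The values used were the estimated counts per gene as the authors deposited them, on a linear scale and not scaled between libraries. The deposited table had 38074 lines for 38021 gene names, and 45 names occurred on 98 lines that held 0.100% of the reads. These lines were summed by name. A value of 0.028 stood in for 0 and made up 47.0% of the values. Of the other values, 5.67% were not whole numbers, so the values were treated as estimated counts, where plain counts had been assumed when the tests were chosen. The stand-in was set to 0 and the rest were rounded to whole numbers, as the count model needs. A count of 2 occurred 14754 times and a count of 1 occurred 11117 times, so the mates of a pair appear to have been counted separately, and the number of independent fragments is then lower than the number of counts. Names were matched to GENCODE version 44 on GRCh37, where 22388 had the same name, 1150 an older name and 14483 no match. Gene positions are from that annotation.

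Totals per library ran from 33182025 to 36477509 counts. Genes with enough counts were kept by filterByExpr of edgeR, which left 16838 of 26938 genes with a count and removed 10100. Libraries were scaled by TMM, with factors from 0.948 to 1.04. Means and standard deviations (SD) are of CPM, the count scaled to a common library total, over the 3 replicates of a group. At these depths the common biological coefficient of variation was 5.70%. Intervals and floors cover counting error only, since amplified reads without molecular identifiers are not independent molecules. Where all libraries of a group had at most 3 counts of a gene, its fold change is given as a lower bound against 3 counts. If the mates of a pair were counted separately, 3 counts stand for fewer fragments, and these bounds may be too high.

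A model with a mean per group was fitted over the 12 libraries with edgeR 4.0.16 in R 4.3.3 (robust quasi-likelihood F test). The 4 comparisons were shBMAL1 against shControl in parental cells, shBMAL1 against shControl in WT8, WT8 shControl against parental shControl, and the interaction, which is the log2 change with shBMAL1 in WT8 minus that in parental cells. P-values were adjusted by Benjamini-Hochberg over all genes tested, and genes with an adjusted p under 0.1 were called, the false discovery rate the study used. Standard errors (SE) are the size of the log2 change divided by the square root of F. All adjusted p-values of single genes are from this edgeR test unless another tool is named.

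A list of 199 genes after the Hallmark hypoxia set, 35 HIF target genes, 14 clock and clock output genes, 30 cell cycle genes and 25 interferon-induced genes were written from memory, without a database. The first 3 lists were tested in the 4 comparisons with camera of limma 3.58.1 at a preset correlation of 0.01 between genes, adjusted over the 12 tests. The cell cycle and interferon lists served for checks and were tested with the same function. The hypoxia and HIF lists shared 23 tested genes. The clock list shared 1 tested gene with the hypoxia list and 1 with the HIF list, and the cell cycle and interferon lists shared 0 genes with any other list.

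The genes named are 14 fixed genes of the design and of the text of the study, and for each comparison the 3 genes with the largest rise and the 3 with the largest fall among the genes called with a mean of at least 50 counts. Of the 14 fixed genes, 1 is not reported here and counts only in totals over the named genes and the lists. For the comparisons of a pair of groups, the groups also had to be free of overlap in CPM, which chance alone gives for 10% of genes with 3 libraries against 3. The tests, the lists, the rule for naming genes and the alternatives were fixed before the data were examined.

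Comparisons that use the same control libraries share their chance values. Counts were therefore simulated with no difference between groups, and with the difference between the cell lines but no effect of shBMAL1 (20 draws each), and the 3 control libraries were divided between the comparisons in all 6 ways. The procedure was tested on simulated counts for 15576 genes with 200 changed in a known way. EdgeR called 190 of these, with 29 false calls (13.2% of its calls) and a median error of 0.06 on the log2 scale, and DESeq2 1.42.0 called 189 with 39 false calls. The set tests recovered the list that had been raised and called 0 of the other lists outside the comparison that was changed.

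Alternatives were the size factors of DESeq2, the Wald test of DESeq2, no filter, a minimum of 10 counts in every library, the replicate number as a block, only the libraries of the groups compared, an adjusted p under 0.05, a fold change over 1.5, fry and an estimated correlation for the set tests, divided controls, and leaving out each library in turn. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.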

Results

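To ask how BMAL1 and VHL each shape the transcriptome of renal carcinoma cells, RNA-seq counts were compared between a VHL-deficient parental line and its derivative WT8, which expresses wildtype VHL, each with shControl or shBMAL1. The 4 groups had 3 libraries each. Total counts were 36153422 to 36477509 in parental shControl, 35827091 to 36252295 in parental shBMAL1, 33182025 to 35383668 in WT8 shControl and 35977715 to 36324284 in WT8 shBMAL1. Between 15127 and 15953 genes had at least 10 counts in a library. Replicates of a group correlated with r from 0.991 to 0.992 on log2 CPM across genes. Their differences exceeded counting error, with a chi-square per gene of 4.77 to 13.8. Mitochondrial genes took 3.54% of the counts in parental shControl and 5.16% in WT8 shControl.

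The target of the shRNA was examined first. BMAL1, listed as ARNTL (GRCh37 chromosome 11, 13298199 to 13408813, plus strand), had 12.1 ± 1.37 CPM (SD, n = 3) in parental shControl and 3.94 ± 0.22 CPM in parental shBMAL1. In WT8 it had 9.24 ± 0.967 CPM with shControl and 1.66 ± 0.236 CPM with shBMAL1. The log2 change was -1.62 (SE 0.13) in parental cells, with an adjusted p of 5.09e-13 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In WT8 it was -2.48 (SE 0.14, adjusted p 2.79e-17 in the same edgeR test). These are 3.08-fold and 5.57-fold decreases. In each line the 3 shBMAL1 libraries lay below the 3 shControl libraries, at 128 to 142 against 378 to 464 counts in parental cells and 56 to 72 against 309 to 355 counts in WT8. The decrease was larger in WT8, with an interaction of -0.86 (SE 0.19, adjusted p 3.68e-04 in edgeR).

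VHL (chromosome 3, 10183462 to 10195351, plus strand) checked the other label. It had 18.8 ± 1.58 CPM (SD, n = 3) in parental shControl and 980.7 ± 56.5 CPM in WT8 shControl, a 52.2-fold difference (log2 5.71, SE 0.06, adjusted p 8.45e-38 in edgeR). With shBMAL1 it had 19.4 ± 1.62 CPM in parental cells and 646.9 ± 15.03 CPM in WT8. VHL transcript was thus lower with shBMAL1 in WT8 (log2 -0.60, SE 0.05, adjusted p 6.78e-13 in edgeR), while no change was called in parental cells (log2 0.05, adjusted p 0.604). The counts do not separate transcript of the introduced VHL from that of the endogenous gene.

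**Figure D1:**
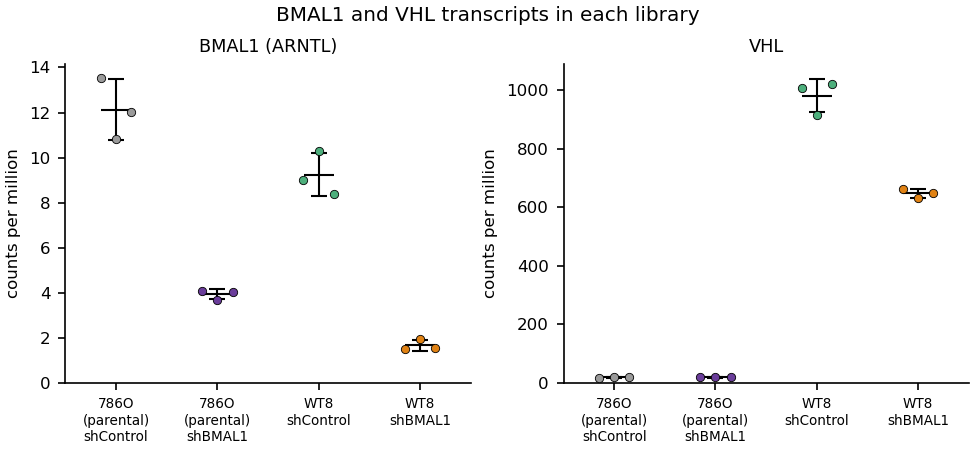
CPM of BMAL1 and VHL in each library of the 4 groups, with the mean and SD of 3 replicates. BMAL1 averages 3.94 and 1.66 CPM in the shBMAL1 groups against 12.1 and 9.24 in the shControl groups, and VHL averages 646.9 or more in WT8 against 19.4 or less in parental cells.

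To find the transcripts that depend on BMAL1 where HIF2α is not restrained by VHL, shBMAL1 was compared with shControl in parental cells. Of 16838 genes tested, 8234 (48.9%) were called, 4131 higher and 4103 lower. The changes were small, with a median size of 0.37 on the log2 scale among the genes called, and 1149 genes changed more than 2-fold (573 higher, 576 lower). Requiring a fold change over 1.5 moved the count most among the alternatives, to 2408 genes. The median log2 change over all genes tested was 0.00 and the median SE was 0.09. The largest decreases under the naming rule were in TIE1 (log2 -3.71, SE 0.20, adjusted p 2.69e-17 in edgeR), LTB (log2 -3.35, SE 0.28) and CCM2L (log2 -3.28, SE 0.30). The largest fitted increases were in LEMD1, COL20A1 and GAS7. These genes had 0 counts in the parental shControl libraries, so only bounds can be given and their rank is not secure. LEMD1 was at least 2.85-fold higher with shBMAL1, COL20A1 at least 2.08-fold and GAS7 at least 1.42-fold. These 3 genes had at most 11 counts in any parental shBMAL1 library, and their bounds may be too high if mates were counted separately. LEMD1 shares its strand with BLACAT1, which it overlaps. LBP had 10 to 19 counts in parental shControl and 169 to 201 in parental shBMAL1. Its 11.5-fold rise (log2 3.52, SE 0.24) exceeds the bounds of LEMD1, COL20A1 and GAS7.

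The same comparison in WT8 asked what shBMAL1 does in the presence of VHL. Here 11752 genes (69.8%) were called, 5535 higher and 6217 lower, with a median size of 0.60, and 3453 changed more than 2-fold (1206 higher, 2247 lower). With a fold change over 1.5 there were 6038 genes. The largest fitted decreases were in CAMP, CCL5 and TIE1. CAMP was at least 63.9-fold lower and CCL5 at least 79.9-fold lower, and both had at most 3 counts in each WT8 shBMAL1 library. TIE1 changed by log2 -7.62 (SE 0.25, adjusted p 1.04e-24 in edgeR), from 526 to 531 counts with shControl to 1 to 5 with shBMAL1. Without 1 library this change ran from -8.39 to -7.23. The largest fitted increases were in STXBP6, MIR100HG and MDC1-AS1, but this rank is not secure. FAM65B had 52 to 60 counts with shControl and 603 to 685 with shBMAL1. Its 11.1-fold rise (log2 3.48, SE 0.16) exceeds the bounds given next for STXBP6 and MIR100HG. STXBP6 was at least 2.65-fold higher and MIR100HG, which overlaps BLID on the same strand, at least 1.83-fold higher, both from 0 counts. MDC1-AS1 had 4 to 7 counts with shControl and 16 to 305 with shBMAL1 (log2 4.98, SE 1.91, adjusted p 0.0477 in edgeR). The gene lies opposite MDC1, its counts in parental shControl also ran from 18 to 238, and 5 of the 12 fits without 1 library did not call it in WT8.

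To find what VHL expression goes with, WT8 shControl was compared with parental shControl. This comparison called 13378 genes (79.5%), 6618 higher and 6760 lower in WT8, with a median size of 0.79, and 5412 differed more than 2-fold (2639 higher, 2773 lower). With a fold change over 1.5 there were 8312 genes. TP73-AS1 was at least 613-fold lower in WT8, EIF1AY on chromosome Y at least 371-fold lower and ZDHHC4 at least 327-fold lower, each with 0 counts in WT8 shControl. TP73-AS1 lies opposite parts of TP73 and CCDC27. KCNMB1 was at least 66.5-fold higher in WT8, LEMD1 at least 66.3-fold and CAMP at least 63.9-fold, each with 0 counts in parental shControl. KCNMB1 lies opposite KCNIP1. The lines differ in more than VHL, since 8 genes of chromosome Y had 24461 to 26161 counts together in parental shControl and 7 to 12 in WT8 shControl. The comparison therefore sets cell populations against each other and not VHL alone.

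**Figure D2:**
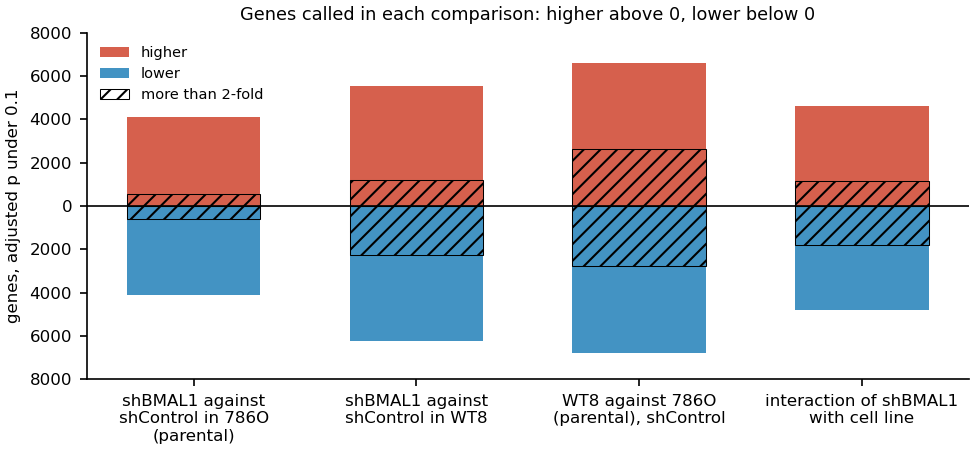
Number of genes called higher and lower in each of the 4 comparisons at an adjusted p under 0.1. The counts run from 8234 genes for shBMAL1 in parental cells to 13378 genes for WT8 against parental cells.

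The study compared the genes affected by shBMAL1 in parental cells with those affected by VHL, and the same overlap was measured here. Of the 8234 genes called for shBMAL1 in parental cells, 6912 (83.9%, exact 95% interval 83.1% to 84.7%) were also called between WT8 and parental cells. The share was 79.5% among all genes tested and 75.2% among genes not called for shBMAL1. It was 82.1% for genes of the same mean expression. The odds ratio was 1.73 (95% interval 1.60 to 1.87) with a two-sided p of 1.59e-45 in Fisher's exact test over genes, which are not independent replicates. Of the 6912 genes, 3951 (57.2%) moved in the same direction, 2101 lower and 1850 higher in both. Another 1327 were lower with shBMAL1 and higher in WT8, and 1634 were the reverse. Among all genes tested, 54.0% had the same sign. With a fold change over 1.5 the share of shBMAL1 genes also called between the lines was 66.5%, against 49.4% among all genes tested and 55.8% for genes of the same mean expression.

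Both comparisons use the parental shControl libraries. When these were divided between the comparisons, the mean share over 6 fits was 80.2% against 74.1% for all genes tested, and 56.3% of the genes called in both moved in the same direction. The odds ratio stayed between 1.66 and 1.82. Across the genes tested the log2 changes correlated with r = 0.119 (Spearman's rho 0.0992). With divided controls it was 0.102. Simulated counts with a difference between the lines and no effect of shBMAL1 gave r from 0.0360 to 0.106 (mean 0.0731), rho from 0.0471 to 0.0764 and the same sign in 51.2% to 52.6% of genes. With no difference between any groups the simulated r averaged 0.519. Dropping the filter on low counts moved r most among the alternatives, to 0.234. Without parental shBMAL1 replicate 3, r was 0.0723, and without parental shControl replicate 1, 2 or 3 it was 0.184, 0.182 or 0.180.

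The changes with shBMAL1 in the lines share no library and correlated with r = 0.180 (rho 0.238) across genes. Without a filter on low counts r was 0.0787, a change of more than 1.5 times. Simulated counts without an effect of shBMAL1 gave r from -0.0367 to 0.0522. Of 6408 genes called in both lines, 4369 moved in the same direction, 2287 lower and 2082 higher, and 2039 (31.8%) moved in opposite directions. Of the genes called in parental cells, 77.8% were also called in WT8, against 69.8% of all genes tested. The 6760 genes lower in WT8 than in parental cells had a median change with shBMAL1 of -0.03 in parental cells and 0.23 in WT8. With genes at the floor set to their bound, and 309 genes without a fold in WT8 left out, the medians were -0.03 and 0.23. Simulated counts without an effect of shBMAL1 gave medians from -0.01 to -0.00 in parental cells and from 0 to 0.01 in WT8.

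**Figure D3:**
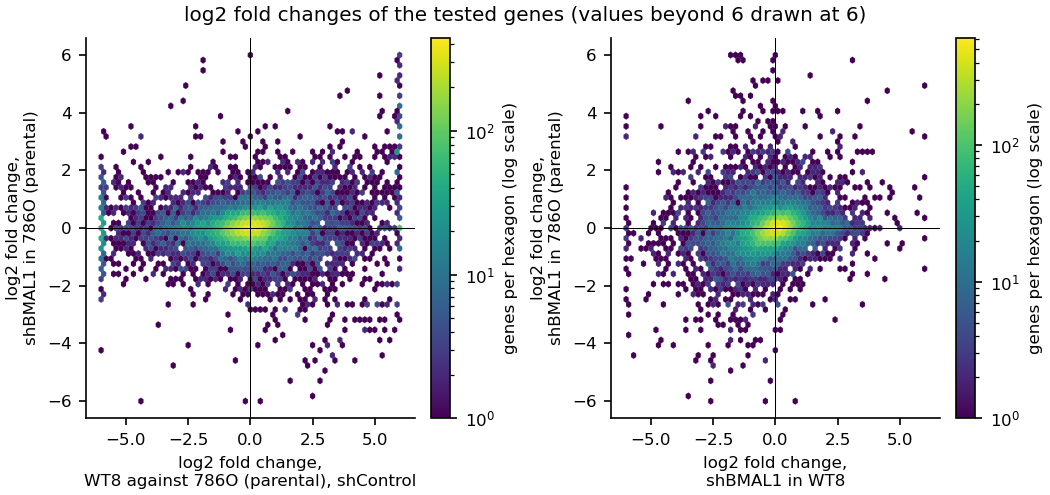
Log2 change with shBMAL1 in parental cells (vertical) against the difference between WT8 and parental shControl, and against the log2 change with shBMAL1 in WT8, as the number of genes per hexagon on a log scale. The 16838 genes tested spread over all quadrants, with r = 0.119 and r = 0.180, and values beyond the axis limit are drawn at the limit.

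Whether the effect of shBMAL1 differed between the lines was tested with the interaction. It was called for 9431 genes (56.0%), 4622 with a more positive change in WT8 and 4809 with a more negative one. The median size among them was 0.61, and 4931 exceeded 1.5-fold. The most negative interactions were in LBP (log2 -10.65, SE 0.45), CFI (log2 -7.68, SE 0.34) and MMP1 (log2 -7.62, SE 0.24, adjusted p 7.59e-25 in edgeR). With shBMAL1, LBP rose in parental cells (log2 3.52) and was at least 48.1-fold lower in WT8, and CFI rose in parental cells (log2 0.81) and was at least 40.3-fold lower in WT8. The fitted interactions of LBP and CFI rest on a group at or under 3 counts and depend on the prior count. MMP1 rose in parental cells (log2 1.52) and fell in WT8 (log2 -6.10). The most positive were in FAM65B, now RIPOR2 (log2 6.17, SE 1.95), MDC1-AS1 (log2 5.64, SE 2.36, adjusted p 0.0801 in edgeR) and STXBP6 (log2 5.61, SE 1.31). FAM65B had at most 2 counts in each parental library, so no fold can be given there, and its interaction fell to 3.48 and was not called without parental shControl replicate 1. MDC1-AS1 was not called in 9 of the 12 fits without 1 library. CFI and FAM65B overlap unnamed genes on the same strand.

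Genes of the hypoxia response were then tested as lists. Of 199 hypoxia genes, 182 were tested. With shBMAL1 in parental cells their median log2 change was -0.01, 92 lower and 90 higher, and camera gave an adjusted p of 0.861. In WT8 the median was -0.41, 122 lower and 60 higher, with an adjusted p of 2.33e-08 from camera of limma. Between WT8 and parental cells it was -0.24, 111 lower and 71 higher, with an adjusted p of 0.0684 from camera. The interaction had a median of -0.31 and an adjusted p of 2.33e-08 from camera. Single genes called numbered 122, 155, 167 and 137 in the order parental cells, WT8, WT8 against parental cells and interaction, and 126, 156, 167 and 144 when adjusted over the list alone. Mean log2 CPM of the list was 5.27 ± 0.01 (SD, n = 3) in parental shControl, 5.24 ± 0.01 in parental shBMAL1, 4.95 ± 0.04 in WT8 shControl and 4.45 ± 0.01 in WT8 shBMAL1. With 2 genes of no fold left out, the median in WT8 at the bound was -0.41.

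The HIF target list had 34 of 35 genes tested. Its median change with shBMAL1 was -0.05 in parental cells, 18 lower and 16 higher (adjusted p 0.277 from camera of limma), and -0.82 in WT8, 27 lower and 6 higher (adjusted p 1.66e-19 from camera). With 1 gene of no fold left out and others at their bound, the WT8 median was again -0.82. Between WT8 and parental cells the median was -0.35, 25 lower and 9 higher (adjusted p 0.00514 from camera). The interaction had a median of -0.99 (adjusted p 1.67e-18 from camera). Called genes numbered 25, 30, 30 and 25 in the same order, and 25, 30, 30 and 26 when adjusted over the list alone. Mean log2 CPM was 5.97 ± 0.03 (SD, n = 3) in parental shControl, 5.99 ± 0.01 in parental shBMAL1, 5.32 ± 0.01 in WT8 shControl and 4.41 ± 0.05 in WT8 shBMAL1.

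The clock list had 13 of 14 genes tested and mixed directions. Its medians were -0.11 in parental cells, 0.70 in WT8, -0.30 between WT8 and parental cells and 0.83 for the interaction, with adjusted p-values of 0.452, 0.467, 0.861 and 0.277 from camera of limma. Called genes numbered 9, 12, 12 and 11, and 9, 12, 12 and 12 when adjusted over the list alone. Fry moved the set tests most among the alternatives, with an adjusted p of 1.88e-04 for the HIF list in parental cells and from 6.31e-06 to 3.78e-04 for the clock list, none of which camera called. The calls of camera for the hypoxia and HIF lists held under fry. They also held in camera under an estimated correlation, with larger adjusted p-values from 8.33e-05 to 0.0226. The exception was the hypoxia list between WT8 and parental cells, at an adjusted p of 0.162. Without a filter on low counts camera called the clock list for the interaction, with an adjusted p of 0.0836.

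The cell cycle and interferon lists were tested beside these. All 30 cell cycle genes were tested. All were lower in WT8 shControl than in parental shControl (median -2.19, adjusted p 6.52e-62 from camera of limma). All were higher with shBMAL1 than shControl in WT8 (median 2.23, adjusted p 2.47e-126). These values depend on the preset correlation, and with an estimated one camera gave 1.70e-05 and 1.68e-06. With shBMAL1 in parental cells the list had a median of 0.06 (adjusted p 0.0841 with the preset correlation and 0.362 with an estimated one). The interaction had a median of 2.14. All 30 genes were called in these comparisons and for the interaction, also when adjusted over the list alone. With shBMAL1 in parental cells, 12 were called higher and 4 lower, and 17 were called when adjusted over the list alone. The 25 interferon genes had a median of -0.92 with shBMAL1 in parental cells, 24 lower (adjusted p 2.93e-13 from camera), and -1.74 in WT8, 23 lower (adjusted p 7.44e-13). Between WT8 and parental cells their median was -0.15 (adjusted p 0.981), and the interaction had a median of -1.09 (adjusted p 1.61e-04). With an estimated correlation, the adjusted p from camera was 6.61e-05 with shBMAL1 in each line and 0.00358 for the interaction. Over all genes tested, 22 interferon genes were called lower and 1 higher in parental cells, and 21 lower and 1 higher in WT8. Adjusted over the list alone, 23 of them were called in each of the comparisons of a pair of groups and 20 for the interaction.

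**Figure D4:**
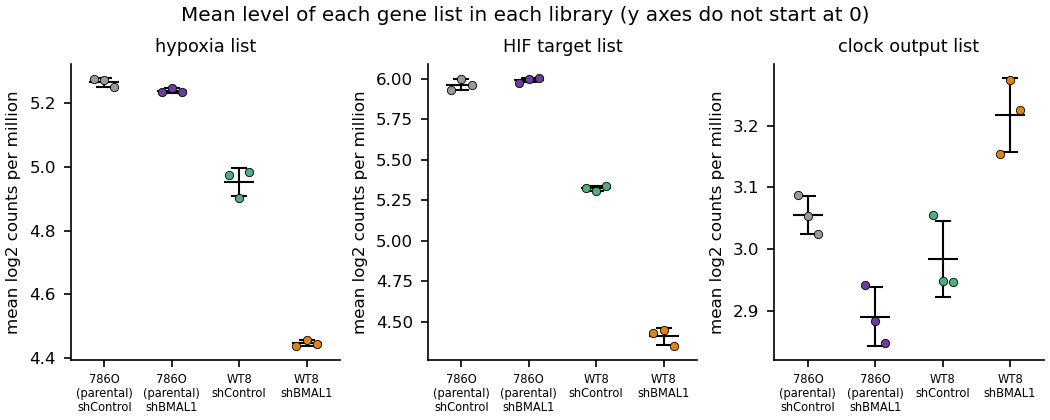
Mean log2 CPM of the hypoxia, HIF target and clock lists in each library of the 4 groups, with the mean and SD of 3 replicates, on axes that do not start at 0. The hypoxia list runs from 5.27 in parental shControl to 4.45 in WT8 shBMAL1, and the HIF list from 5.97 to 4.41.

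Among the partner genes, EPAS1, which encodes HIF2α (chromosome 2, 46520806 to 46613836), had 192.2 ± 4.32 CPM (SD, n = 3) in parental shControl and 182.0 ± 7.78 CPM in parental shBMAL1. The log2 change of -0.08 (SE 0.04) was not called (adjusted p 0.159 in edgeR), though 1 of 12 fits without 1 library did call it, that without parental shBMAL1 replicate 3 at -0.12. In WT8 it fell from 259.3 ± 10.1 to 90.8 ± 1.80 CPM (log2 -1.51, SE 0.05, adjusted p 9.07e-26 in edgeR). HIF1A rose in parental cells (log2 0.43) and fell in WT8 (log2 -1.09), with an interaction of -1.52 (SE 0.09, adjusted p 5.17e-17 in edgeR). ARNT fell in parental cells (log2 -0.47, SE 0.07, adjusted p 4.20e-07 in edgeR) and was not called in WT8 (log2 -0.11, adjusted p 0.151), though the fit without WT8 shBMAL1 replicate 1 called it at -0.15. ARNT2 was not called in parental cells (log2 0.01) and fell in WT8 (log2 -1.41). ARNTL2 (BMAL2) and CLOCK rose in WT8 by log2 0.62 and 0.45 and were not called in parental cells, at -0.01 and 0.01. CLOCK lies opposite TMEM165.

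Of the target genes in the text of the study, VEGFA rose slightly with shBMAL1 in parental cells (log2 0.16, SE 0.05, adjusted p 0.00536 in edgeR) and fell in WT8 (log2 -1.59, SE 0.05, adjusted p 9.16e-25). NR1D1, which overlaps the end of THRA on the other strand, was lower in both lines (log2 -0.66 in parental cells, adjusted p 6.10e-05 in edgeR, and -1.19 in WT8) and did not differ detectably between WT8 and parental shControl (log2 0.01, adjusted p 0.936). ADM rose in parental cells (log2 0.57) and fell in WT8 (log2 -0.81). DDIT4 fell in both lines (log2 -0.71 and -1.34). SLC2A14 had 14 to 27 counts in the parental libraries and at most 7 in WT8. Its change in parental cells was not called (log2 -0.65, adjusted p 0.263 in edgeR). In WT8 it had 2 to 7 counts with shControl and 0 to 2 with shBMAL1, so the groups met at 2 counts. The decrease in WT8 was called (adjusted p 0.0880 in edgeR), a call that 5 of 12 fits without 1 library did not make. The bound of 1.39-fold against 3 counts leaves out the counting error of shControl and is not secure.

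**Figure D5:**
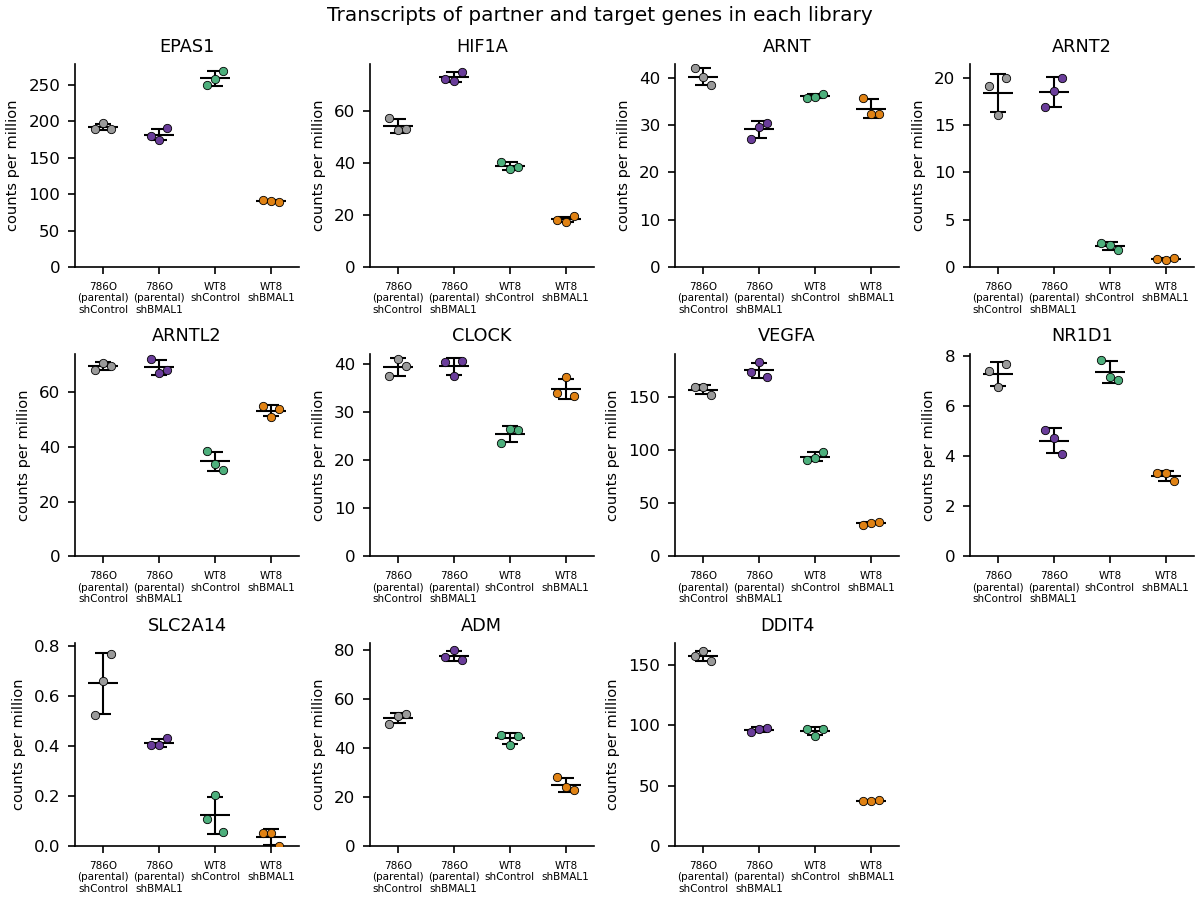
CPM of 11 partner and target genes in each library of the 4 groups, with the mean and SD of 3 replicates. VEGFA has 157.2 CPM in parental shControl, 175.7 in parental shBMAL1, 94.1 in WT8 shControl and 31.3 in WT8 shBMAL1.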

Values the study reported

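The study examined 200 transcripts of the Hallmark hypoxia set by gene set enrichment in 786O cells, the parental line, with depletion of ARNT or BMAL1. The next values are over all transcripts of that experiment and not the hypoxia set alone. Of the transcripts lowered by shBMAL1, 42.7% were lowered by both shRNAs, and of those lowered by shARNT, 54.3% were. For the experiment with WT8 cells, the study described the overlap between the genes that respond to shBMAL1 in 786O and those that respond to VHL as complete, counted from the shBMAL1 side.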

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

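The tests for mixed cells, for the depth of the knockdown and for swapped labels were chosen only after the interaction had been seen, and the other tests were chosen before. What drew attention in each case was a difference between the cell lines in the effect of the same shRNA.

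The effect of shBMAL1 differed between WT8 and parental cells in 9431 of 16838 genes by the interaction term of edgeR. In 1 of 100 regroupings, which combine 10 splits of the 6 libraries of each line, there were as many genes, and that is the true one. The highest count among the others was 6990, in a regrouping that moved 1 library, and their median was 0. Regroupings mix shBMAL1 with shControl libraries, so they weaken the effect of shBMAL1 instead of keeping it equal in both lines. They therefore cannot tell a true interaction from chance. Depth did not account for the interaction, since 9354 genes were called after thinning every library to the smallest total. Of these, 9184 were also called without thinning. After removal of the trend with GC content and gene length, which 84.8% of the genes tested had values for, 9571 genes were called, of which 7921 were also called without this correction. It changed which genes were called more than thinning did. With the 100 most abundant genes left out of the scaling, 9431 were called, of which 9409 were the same genes. Of the 4931 called genes over 1.5-fold, 4224 had a position on a chromosome with enough tested genes for a running median. After the running median of neighbouring genes on the chromosome was subtracted, 91.4% of these kept a difference over 1.5-fold. The running median had an SD of 0.12 on the log2 scale, against 1.12 for the interaction, so its removal could change few genes. Shifts shared by many neighbouring genes were thus small beside the interaction. A copy number difference between the lines that is the same with both shRNAs cancels in the interaction. Such a difference is not tested here, and gain or loss of smaller regions stays open.

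Parental cells mixed into the WT8 shBMAL1 libraries were a candidate cause, because VHL there was at 66.0% of its level in WT8 shControl. The 338 genes at least 16-fold higher in parental cells than in WT8 reached a median of 0.760% of their parental shBMAL1 level in WT8 shBMAL1. Chromosome Y genes reached 0.0235%. Both are far below the share that the fall in VHL would need. The test on the 16-fold genes replaced an earlier one, the median log2 change of those genes, whose value of 0 could not separate mixing from genes moving both ways. Swapped labels were tested with BMAL1 and VHL. The lowest library on the high side exceeded the highest on the low side by 2.65-fold at least, for BMAL1 in parental cells, so the labels hold for these genes. A deeper knockdown in WT8 that only enlarged the changes of parental cells would not turn them. Of the genes called in both lines, 31.8% changed in opposite directions, as did 26.3% of those over 1.5-fold in both. Whether the response keeps its direction with depth was not tested, since each line had a single depth of knockdown. The depth of the knockdown therefore stays open as a contributor. A response to interferon that differs between the lines may contribute. The interferon list had an interaction with an adjusted p of 1.61e-04 from camera and a median of -1.09. These values belong to the interaction itself, bear on the 25 genes of this list and leave the rest open. The cell cycle list had a median interaction of 2.14, with WT8 shControl far lower than the other groups. WT8 shControl enters every interaction value, so the state of those cultures stays open as a contributor. Reads shared between near-identical genes were not tested. A dependence of the BMAL1 effect on VHL stays open beside other differences between the cell populations, since each line is a single population with a single shRNA against BMAL1.

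The regroupings for the other comparisons are limited by their number. For shBMAL1 in parental cells, for shBMAL1 in WT8 and for WT8 against parental cells, 1 of 10 splits of the 6 libraries, the true one, gave as many genes. The share cannot be lower with 3 libraries against 3, so the splits alone do not settle chance, although the highest count among the other splits was 0, 1 and 0 genes. Simulated counts with no difference between any groups gave at most 5, 6 and 3 called genes in 20 draws, so variation between independent libraries at the fitted dispersion does not give the 8234, 11752 and 13378 genes called. A difference between cultures that follows the groups would not appear in these simulations.

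The lists differed in the same way. The interaction had an adjusted p of 2.33e-08 for the hypoxia list and 1.67e-18 for the HIF list in camera, with medians of -0.31 and -0.99, and these calls held under fry. The cell cycle list had a median interaction of 2.14. The 6760 genes lower in WT8 than in parental cells changed with shBMAL1 by a median of -0.0329 in parental cells and 0.23 in WT8, with the sign the same in the 3 replicates of each line. The difference between these medians was not tested. Both comparisons with WT8 shControl share those libraries, and simulated counts without an effect gave a median of up to 0.01 in WT8.

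Single genes were singled out by the same interaction term. A more negative change in WT8 than in parental cells was called for BMAL1 itself (ARNTL, -0.86), VHL (-0.65), EPAS1 (-1.44), HIF1A (-1.52), ARNT2 (-1.41), VEGFA (-1.75), NR1D1 (-0.53), ADM (-1.39) and DDIT4 (-0.63). A more positive change was called for ARNT (0.36), ARNTL2 (0.63) and CLOCK (0.45). Among the genes called with a mean of at least 50 counts, the 3 most negative were LBP (-10.65), CFI (-7.68) and MMP1 (-7.62), and the 3 most positive were FAM65B (6.17), MDC1-AS1 (5.64) and STXBP6 (5.61). For LBP, CFI, FAM65B and STXBP6 a group lay at or under 3 counts, so these fitted values depend on the prior count and are no bounds. FAM65B fell to 3.48 and was not called without parental shControl replicate 1. MDC1-AS1 had 18 to 238 counts within parental shControl and lost its call in 9 of 12 fits without 1 library. The tests above for the whole set of genes apply to these, and no separate test was made for each gene.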

How the results depend on the processing

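The alternatives were planned before the data were examined. Of 80 results for named genes, 68 kept their direction and their side of the threshold under every alternative that gave a value. Among 1386 fits of these results, 26 were no longer called, 3 became called and 12 changed sign. The number of genes called stayed within 1.5 times under the size factors and the Wald test of DESeq2, no filter (26938 genes tested), at least 10 counts in every library (13277 genes tested), the replicate block and an adjusted p under 0.05. With a fold change over 1.5 the counts were 2408 for shBMAL1 in parental cells, 6038 for shBMAL1 in WT8, 8312 for WT8 against parental cells and 4931 for the interaction, since that criterion removes small changes. Across the 12 fits without 1 library the counts ran from 7354 to 8313, from 11282 to 11939, from 13062 to 13655 and from 9028 to 9233. The share of shBMAL1 genes also called for WT8 against parental cells ran from 81.5% to 84.1% and the share in the same direction from 57.0% to 58.1%.

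The correlation of the shBMAL1 change in parental cells with the difference between WT8 and parental cells, 0.119, moved to 0.108 with DESeq2, 0.234 without a filter, 0.107 with at least 10 counts, 0.0939 with only the groups compared and 0.102 with divided controls. Without 1 library it ran from 0.0723 (without parental shBMAL1 replicate 3) to 0.184 (without parental shControl replicate 1). The correlation between the shBMAL1 changes of the lines, 0.180, moved to 0.0787 without a filter, 0.262 with at least 10 counts and 0.246 with only the groups compared, and ran from 0.141 to 0.188 without 1 library. The cause was not tested.

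The median shBMAL1 change of the genes lower in WT8 kept its sign in both lines. In parental cells it was -0.0233 with the size factors of DESeq2, -0.0232 with its Wald test, -0.0426 without a filter, -0.0438 with only the groups compared and -0.0445 with a fold change over 1.5. In WT8 it was 0.222 with the size factors, 0.223 with the Wald test, 0.235 with at least 10 counts, 0.276 with only the groups compared and 0.310 with a fold change over 1.5. Without 1 library it ran from -0.0420 to -0.0358 in parental cells and from 0.219 to 0.233 in WT8. The cause was not tested.

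Among the set tests, the hypoxia list between WT8 and parental cells was the call that was lost, with an adjusted p of 0.156 with at least 10 counts, 0.162 with an estimated correlation and 0.0684 against a threshold of 0.05. Its adjusted p over the alternatives ran from 3.93e-09 under fry to 0.162, and from 0.0480 to 0.0983 without 1 library. The clock list was called for the interaction without a filter (0.0836). Fry, which tests against no change and not against the other genes, called the HIF list in parental cells (1.88e-04) and the clock list in parental cells (3.78e-04), in WT8 (1.69e-05), between WT8 and parental cells (1.73e-05) and for the interaction (6.31e-06). Leaving out 1 library changed no call of a set test.

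The changes of sign were in genes near 0. NR1D1 between WT8 and parental cells was -0.00 without a filter (-0.00192) and ran from -0.0443 to 0.0494 without 1 library. With shBMAL1 in parental cells, CLOCK ran from -0.0331 to 0.0374, ARNT2 from -0.0851 to 0.0667, ARNTL2 from -0.0445 to 0.00632 and VHL from -0.0283 to 0.113. The other changed calls were in ARNT, which became called in WT8 without WT8 shBMAL1 replicate 1 (-0.15) and with at least 10 counts, and was lost between WT8 and parental cells without parental shControl replicate 1 (-0.13) and with at least 10 counts. EPAS1 became called in parental cells without parental shBMAL1 replicate 3 (-0.12). FAM65B lost its interaction without parental shControl replicate 1 (3.48). SLC2A14 and MDC1-AS1, both with few or scattered counts, each lost the call for shBMAL1 in WT8 in 5 of the 12 fits without 1 library, and MDC1-AS1 lost its interaction in 9. The interaction of MDC1-AS1 and the WT8 change of SLC2A14 were also lost without a filter.

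Replicates with the same number did not deviate together, with correlations from -0.0461 to 0.0476 over 18 pairs of libraries, so the numbers do not pair the samples. With the replicate number as a block, 8054 genes were called for shBMAL1 in parental cells, 11624 in WT8, 13268 for WT8 against parental cells and 9247 for the interaction. The block changed no call of a set test, and among the named genes SLC2A14 in WT8 (-1.66) and the interaction of MDC1-AS1 (5.22) were no longer called. Depth limits genes at or under 3 counts in a group, for which the fold is a lower bound.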

Other observations

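The share of genes called both for shBMAL1 in parental cells and between the lines was planned, as were its divided controls and other alternatives. The other tests in this part were chosen after the patterns had been seen. The cell cycle and interferon lists were written before the data were examined.

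The cell cycle list was far lower in WT8 shControl than in the other groups. These differed little, though with shBMAL1 in parental cells the list was slightly higher (median 0.06, adjusted p 0.0841 from camera with the preset correlation and 0.362 with an estimated one). Its mean log2 CPM was 5.41 ± 0.05 (SD, n = 3) in WT8 shControl, 7.67 in parental shControl, 7.74 in parental shBMAL1 and 7.67 in WT8 shBMAL1. The median difference between WT8 and parental shControl was -2.17 with the size factors of DESeq2 and -1.999 after removal of the trend with GC content and length, so neither scaling nor that trend accounts for it. An effect of VHL that is the same with and without BMAL1 would leave the list low in WT8 shBMAL1, where the median difference to parental shControl was -0.00294. A slower growth state of the WT8 shControl cultures at harvest is a candidate explanation. All 3 libraries of that group lay below the lowest library of the other groups, but culture and group cannot be told apart, because the labels give no density or harvest information. An effect of BMAL1 on growth that depends on VHL stays open as well. Every comparison with WT8 shControl carries this difference.

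The change with shBMAL1 in WT8 ran opposite to the difference between WT8 and parental shControl, with r = -0.359 across genes. WT8 shControl enters both with opposite sign. Simulated counts with a difference between the lines and no effect of shBMAL1 gave -0.105 at the lowest. With no difference between any groups the simulated correlation averaged -0.521, beyond the observed value. With the WT8 shControl libraries divided, so that the comparisons shared none of them, the mean correlation was still -0.330. Shared libraries are therefore not the whole cause. Of 9809 genes called in both, 72.6% moved in opposite directions. The pattern may reflect the state of the WT8 shControl cultures or a reversal of VHL effects by shBMAL1, which these libraries do not separate.

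Genes called for shBMAL1 in parental cells were called between WT8 and parental cells more often than other genes. The share here was 83.9%. That is lower than the complete overlap described by the study. Shared controls do not account for the excess, since the odds ratio was 1.66 or more in all 6 divisions of the control libraries. Higher counts of these genes account for part of it, since genes of the same mean expression gave 82.1%. That is below the lower limit of 83.1% of the interval. The interval treats genes as independent replicates, which they are not, so it does not settle whether the rest of the excess is real. Among all genes tested, 79.5% were called between the lines, which limits the excess that can be seen. With a fold change over 1.5 the share was 66.5%, against 55.8% expected at the same mean expression and 49.4% of all genes tested. Without a filter it was 82.0%, against 79.4% and 53.8%.

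Chromosome Y genes were near 0 in WT8, with 7 to 12 counts together in the WT8 shControl libraries. Library totals differed by 1.10-fold at most, which cannot give this. Loss of chromosome Y from the WT8 population is a candidate explanation. The 13 pseudoautosomal genes, which lie on X and Y, had a median difference of -1.06 between WT8 and parental shControl, against 0.12 for 486 other X genes, and this is consistent with the loss of a copy. Of the 13 genes, 8 were called lower and 4 were called higher, so the list did not move as a whole. A different origin of the WT8 cells was not tested, since no genotypes were used here.

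Some chromosomes were shifted between the lines. The median difference between WT8 and parental cells was -0.58 over chromosome 7, -0.33 over chromosome 4, -0.32 over chromosome 18 and 0.28 over chromosome 19, while the median over all genes was 0.00. Copy number may contribute, but of the 8312 called genes over 1.5-fold, 6951 could be tested by their position, and 82.3% of these kept that difference after the running median of their neighbours was subtracted. The running median had an SD of 0.28 on the log2 scale, against 1.90 for the difference between the lines. Shifts shared by many neighbouring genes are therefore not the whole cause of the difference among the genes tested. Gain or loss of smaller regions and a clonal difference beside VHL stay open.

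The interferon list was lower with shBMAL1 in both lines, with medians of -0.92 in parental cells and -1.74 in WT8. After removal of the trend with GC content and length the median in parental cells was -0.93, so that trend does not account for it. A stronger response to the control lentivirus than to the shBMAL1 lentivirus is a candidate explanation. In all 6 shControl libraries the list mean lay above those of the shBMAL1 libraries of the same line, but virus and knockdown cannot be told apart with 1 shRNA of each kind.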
